A study of Mus musculus with 31 samples. Its data were reported in "CD4+ T Cells Have a Permissive Effect on Enriched Environment-Induced Hippocampus Synaptic Plasticity" (2018).

How the data were processed

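RNA was measured in 31 libraries made from small pools of T cells sorted from the choroid plexus of female C57BL6/J mice. The choroid plexus is the epithelial tissue of the brain ventricles that makes cerebrospinal fluid and holds part of the T cells of the brain. Mice were housed in an enriched environment (EE, a large cage with running wheels, toys and tunnels that were changed regularly) or in a standard environment (SE, a smaller cage without objects). Groups were taken from the sample titles, which give the cell type and the environment: CD4+ T cells in EE (n = 9), CD4+ T cells in SE (n = 8), CD8+ T cells in EE (n = 7) and CD8+ T cells in SE (n = 7). The titles also carry a first number, 1 or 2, an animal number and the number of sorted cells. The labels do not say what the first number stands for. The authors collected choroid plexus in separate series of experiments, which the number may mark, and it was treated as a possible batch. The animal number alone recurs across environments and first numbers, so a mouse was defined here by its environment, first number and animal number together. CD8 SE replicates 5 and 6 share all of these in their titles, while the column names of both carry the animal numbers 5 and 6 together. Whether they come from a single mouse or from a pool of both animals is not stated, and they were treated as 1 identity in the mouse pairs and the mouse block. According to the labels, the animals that each experiment took from one environment came from a single cage, so cage and environment cannot be told apart in these data.

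Each sorted pool was lysed directly, and the cDNA was tagged with unique molecular identifiers (UMIs), so that each counted molecule is counted once and not once per PCR copy. The authors removed adaptors with cutadapt, kept reads that carried the UMI pattern, mapped them with STAR to mm10 and counted UMIs per gene with Drop-seq tools on an Ensembl gene model of GRCm38. They left out CD4 samples with any Cd8a or Cd8b transcript, removed genes of low abundance and normalised sequencing depth with DESeq2. The deposited table holds 485 genes and 31 libraries as normalised counts, a signal that the authors obtained by dividing the UMI counts of each library by one size factor. It is a subset of the genes of each library, with a mean value over libraries between 2.66 and 146, so a UMI total over the table is not the full depth of a library. Gene symbols are given as in the table, where a dot stands for a hyphen (Rpl19.ps1). All 31 columns of values were used.

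UMI counts could be recovered from the deposited values. In every column the values were whole multiples of one step, which was the smallest value in 27 columns and a whole fraction of it in the others, and 100% of the values came out as whole counts. Size factors recomputed with DESeq2 from the recovered counts of these 485 genes differed from the deposited ones by at most 8.3e-11 of their value. The recovered UMI totals ranged from 1910 to 26395 per library (median 5097), and 396 to 484 genes were detected per library. Over the 106 pairs of libraries of one group, the chi-square statistic per degree of freedom between their counts ran from 1.28 to 4.74, so no pair agreed within sampling noise. All libraries were kept as replicates, which for CD8 SE replicates 5 and 6 does not make them independent animals. A count of 3 UMIs was taken as the floor of detection in a library with no UMI of a gene. Such floors cover counting error only.

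The main test was limma on log2(normalised value + 1), with a trended variance prior, two-sided, with Benjamini-Hochberg adjustment over all genes of the table that were above 0 in at least 1 library compared, and a threshold of 0.05. A fold change on this scale understates the change of genes with low values. EE was compared with SE within the 17 CD4 libraries and within the 14 CD8 libraries, CD4 with CD8 over all libraries with the environment as a term, and the difference of the environment effects between the cell types as an interaction over all libraries. The selection rule of the study was applied too: an unadjusted p under 0.01, an absolute log2 fold change over 1 and a mean over 2. The test fits the deposited unit, and the count models were alternatives: edgeR quasi-likelihood and DESeq2 on the recovered counts called 1 gene each for EE against SE in CD4, 0 genes each in CD8, 46 and 55 genes for CD4 against CD8 and 0 genes each for the interaction. The unadjusted p was under 0.05 for 16 (edgeR) and 14 (DESeq2) genes in CD4, 12 and 6 in CD8, and 9 and 8 for the interaction. Cell numbers and UMI totals of EE and SE libraries were compared by exact permutation tests. Values compared over all 31 libraries, and correlations across libraries, were tested by permutation with 100000 resamples. All tests were two-sided.

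The tests, the gene lists and the rule for the genes named in the text were set before the data were examined. The lists were T cell identity (5 of its 6 genes in the table), genes that the text of the study names (3 of 3), genes that the study plotted (12 of 12) or tabulated (0 of 12), a dissociation response of immediate early and heat shock genes (18 of 31), a glucocorticoid response (3 of 20), effector memory (14 of 28), naive (3 of 16), choroid plexus epithelium (2 of 19), myeloid cells (1 of 15) and erythrocytes (0 of 5). Lists with at least 3 tested genes were tested with camera at a preset inter-gene correlation of 0.01, adjusted over all lists and both cell types, with fry and camera with an estimated correlation as alternatives. The lists of the study were chosen by the study on these samples and are not independent evidence. Of the dissociation response list, Dnaja1 and Dnajb1 are also plotted by the study, and Hspa1a and Hspa1b are near-identical copies. Of the 3 glucocorticoid response genes in the table, Nfkbia and Dusp1 are also in the dissociation response list, so these lists are not independent.

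The genes named in the text are Cd4, Cd8a and Cd8b1, then Cxcr6, Ifng and Ccl5, then for each gene-wise comparison the 5 genes with the largest positive and the 5 with the largest negative change among those past the threshold, or, where fewer than 2 genes pass, the 3 higher and 3 lower genes with the smallest p, and the members of a gene list with an unadjusted p under 0.05. Ttr, Neat1, Ftl1, Rnu3b3 and Hspa1b were added after their values were seen. Nfkbia and Dusp1 are named only as genes that lists share.

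The alternatives set in advance were pseudocounts of 0.5 and 4, a filter on the mean value, rescaling to the same library total or by TMM factors, a constant variance prior, the count models, covariates for the first title number and the number of cells, libraries of at least 10 cells only, averaging or blocking by the animal number of the titles (which joins different mice with the same number), one spread shared by all libraries, and leaving out each library in turn. Fits within the libraries of each first title number and camera with an estimated correlation were added after seeing the data. CD4 and CD8 libraries of one mouse were taken as paired, since the labels give them the same environment, first number and animal number. Their deviations from the group means had a median correlation of 0.0104 over 11 pairs (from -0.108 to 0.268), against 0.00304 over 50 pairs from different mice, and the fit with the mouse as a block is an alternative.

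The fitting code was tested on simulated counts with the means, dispersions and depths of the real libraries, in 5 simulations per setting. With 200 changed genes among 484, changes of 4-fold were called in 96.6% of cases and changes of 2-fold in 58.8% for EE against SE in CD4, with 1.88% false calls. With only 20 changed genes these shares were 73.8% and 18%, and 78% and 26% in CD8. Of all calls, 0 had the wrong sign, and fitted fold changes were 0.864 to 0.921 of the simulated ones because of the pseudocount. Gene positions are from GENCODE annotation of GRCm38, the assembly of mm10, in which 469 of the 485 symbols were found. Shared sequence was measured as the share of 31-base words of the transcripts of a gene that occur in transcripts of another gene. The counting is not stated to use strand, so the values of genes that overlap another gene on either strand are uncertain to that extent. Besides the overlaps given with the results, Malat1 overlaps Gm27694 and Gm37376, Enpp2 overlaps Gm26684, Hspe1 overlaps Hspd1, Hspa1a overlaps Gm20481, Mat2a overlaps Particl, Xcl1 overlaps Gm20743, Arhgdib overlaps Pde6h, Ptprcap overlaps Coro1b and Rps6kb2, and Ccnd3 overlaps Bysl. Odc1 overlaps Gm22748, Gm12346 overlaps Ssh2, Rpl19.ps1 overlaps C130026I21Rik and Gm27907, Ftl1 overlaps Gm22133 and Gm10252, and Neat1 overlaps Gm27533, Gm27505 and Gm28006. Further genes that share sequence and are uncertain are Ptprcap (25.4% with Coro1b), Hspe1 (23.1% with another annotated gene), Ly6c2 (21.4% with Ly6c1), Odc1 (19.4% with Gm7993) and Dnaja1 (11.2% with Gm15542). R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.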

Results

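The data were UMI counts, normalised by the authors, of 485 genes in 31 libraries of T cells from the choroid plexus, each made from 6 to 20 sorted cells. There were 9 libraries of CD4+ T cells from EE mice, 8 of CD4+ T cells from SE mice, 7 of CD8+ T cells from EE mice and 7 of CD8+ T cells from SE mice. The UMI total over the genes of the table was 7791 ± 6339 (SD, n = 9, 1910 to 20140) in CD4 EE, 7618 ± 4653 (n = 8, 2657 to 16571) in CD4 SE, 9817 ± 8357 (n = 7, 3083 to 26395) in CD8 EE and 7692 ± 6628 (n = 7, 2499 to 19411) in CD8 SE. These totals cover the genes of the table and not the full libraries. The animals that an experiment took from each environment shared a cage, so cage and environment cannot be told apart in any EE vs. SE comparison of these libraries.

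The number of sorted cells differed between EE and SE by less than the spread between libraries. The mean difference was 0.694 cells in CD4 (exact permutation p 0.654, -0.167 among libraries with first title number 1 and 2.33 among those with number 2) and 1.57 cells in CD8 (exact permutation p 0.473, 1.27 and 2 within numbers 1 and 2). The UMI total did not differ detectably either, with a log2 difference of -0.11 in CD4 (exact permutation p 0.812, -0.22 and 0.28 within numbers 1 and 2) and 0.42 in CD8 (exact permutation p 0.517, 0.0018 and -0.32 within numbers 1 and 2). The first number in the titles did separate the libraries by depth. The 12 libraries with number 2 had 14406 ± 5696 UMIs (7657 to 26395), and the 19 libraries with number 1 had 4251 ± 1897 (1910 to 10089), so the mean was 3.39-fold higher with number 2. The log2 difference of 1.77 had a permutation p of 1e-05, the smallest that 100000 resamples within groups can give. Numbers 1 and 2 were represented in all groups, by 6 and 3 libraries in CD4 EE, 5 and 3 in CD4 SE, 3 and 4 in CD8 EE and 5 and 2 in CD8 SE, so EE vs. SE values are also given within each number. The 2 CD8 SE libraries with number 2 (replicates 5 and 6) carry the same animal number in their titles and are not independent animals, so CD8 values within number 2 have no independent SE replicates.

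**Figure D1:**
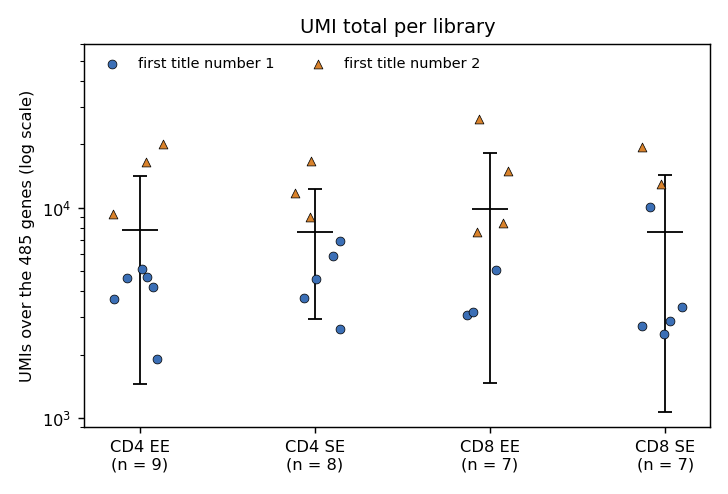
UMI total over the genes of the table in each of the 31 libraries (log axis), by group, with means and SD and the first number in the title as symbols. Libraries with number 2 lie between 7657 and 26395 UMIs and libraries with number 1 between 1910 and 10089.

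The genes that define the sorted cell types checked the labels. Cd4 (chromosome 6, 124864692 to 124888221, GRCm38) had a normalised count of 5.88 ± 4.32 (SD, n = 17) in CD4 libraries and 0 UMIs in all 14 CD8 libraries. Cd8a (chromosome 6, 71373427 to 71379173) had 7.92 ± 4.69 (n = 14) and Cd8b1 (chromosome 6, 71322788 to 71337494) had 8.10 ± 3.95 (n = 14) in CD8 libraries, with 0 UMIs in all 17 CD4 libraries. The absence of both from CD4 libraries follows from the selection of libraries by the authors. Log2 differences between CD4 and CD8 libraries were 2.52 for Cd4, -2.97 for Cd8a and -2.98 for Cd8b1, each with a permutation p of 1e-05, the smallest possible. Against the floor of 3 UMIs, Cd4 was at least 1.63-fold higher in CD4 libraries, and Cd8a and Cd8b1 were at least 2.16-fold and 2.21-fold higher in CD8 libraries. Cd4 was not detected in CD4 SE replicate 2, nor Cd8b1 in CD8 SE replicate 4, and 7 of the 17 CD4 libraries had at most 3 UMIs of Cd4.

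Whether housing in EE changes the transcripts of choroid plexus CD4+ T cells was the question that the study put to these libraries. Of 483 genes tested with limma, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.164. At an unadjusted p under 0.05 there were 18 genes (8 higher and 10 lower in EE), against 24.2 by chance. Within first title numbers 1 and 2 the adjusted counts were 0 and 0, with 20 and 19 genes at an unadjusted p under 0.05. The alternatives that moved the adjusted count were a pseudocount of 4, DESeq2 and edgeR, each of which called 1 gene, Dnaja1. The selection rule of the study picked 4 genes, 1 higher (Rnu3b4) and 3 lower (Dnaja1, Dnajb1 and Mcl1) in EE. It picked 3 genes within number 1 and 3 within number 2, 1 gene without CD4 EE replicate 5 and 6 genes without CD4 EE replicate 4.

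The lowest p belonged to Dnaja1, a co-chaperone of HSP70 (chromosome 4, 40722150 to 40737149, its locus overlaps Gm6297, Mir207 and Smu1). Its normalised count was 8.80 ± 4.34 (SD, n = 9) in EE and 24.7 ± 8.85 (n = 8) in SE. The log2 fold change was -1.58 (standard error 0.391, limma adjusted p 0.164), with -1.80 within number 1 and -1.14 within number 2, and 9 of 9 EE libraries lay below the SE mean. Its adjusted p ran from 0.000853 to 0.911 over the alternatives. Dnajb1 (chromosome 8, 83608193 to 83612653) changed by -1.12 (standard error 0.374), from 25.2 ± 13.5 in SE to 11 ± 6.82 in EE, and Mcl1 (chromosome 3, 95658788 to 95663176) by -1.17 (standard error 0.404), from 7.63 ± 3.89 to 2.94 ± 1.87. Mcl1 had at most 3 UMIs, the floor, in 5 of 9 EE libraries. Hsp90aa1 (chromosome 12, 110690605 to 110702728), which shares 46.7% of its 31-base words with the pseudogene Gm12346 and is uncertain for that reason, changed by -0.95 (standard error 0.308), from 20.9 ± 6.48 to 11.4 ± 6.8. Rnu3b4, a U3 small nucleolar RNA with more than one matching locus, rose by 1.27 (standard error 0.433), from 5.41 ± 4.06 to 13.4 ± 7.61. Adjusted p was 0.666 for the last 4. Each kept its direction within both numbers, and 9, 9, 8 and 7 of 9 EE libraries lay on the side of the change. Enpp2 (0.60, 0.67 and 0.46 within numbers 1 and 2) and Ccl5 were the other higher genes by the smallest p.

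The study text names Cxcr6, Ifng and Ccl5 as higher in EE. In CD4 libraries, Cxcr6 (chromosome 9, 123806475 to 123811760, overlapping Fyco1) was at 7.51 ± 3.57 in EE (n = 9) and 4.12 ± 3.69 in SE (n = 8), a log2 fold change of 1.01 (standard error 0.424) that was 0.97 within number 1 and 1.06 within number 2. Ccl5 (chromosome 11, 83525778 to 83530518) was at 8.82 ± 4.26 and 5.01 ± 5.93, a change of 1.00 (standard error 0.407, 0.77 and 1.40 within numbers 1 and 2). Ifng (chromosome 10, 118441046 to 118445892, 22.6% of its 31-base words shared with the overlapping Gm49751) was at 11.4 ± 12.6 and 6.89 ± 5.92, a change of 0.29 (standard error 0.52, -0.039 and 0.80 within numbers 1 and 2), which is within its error. None of the 3 passed the threshold over all genes with limma. Of these 3 genes, 2 (Cxcr6 and Ccl5, both 0.0362) had a p under 0.05 when adjusted over the list alone and 0 over all genes, and 2 had an unadjusted p under 0.05. Of the 12 genes that the study plotted, 6 had a p under 0.05 when adjusted over the list alone and 0 over all genes, and 6 had an unadjusted p under 0.05. The study chose both lists on these samples, so the first counts are not independent evidence.

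**Figure D2:**
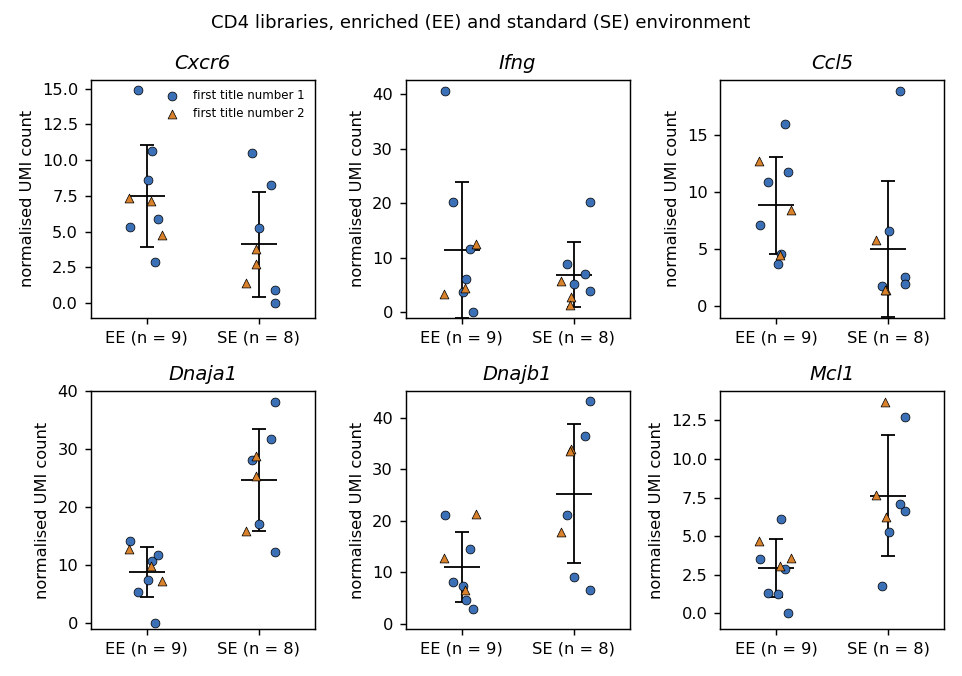
Normalised counts of Dnaja1, Dnajb1, Mcl1, Cxcr6, Ccl5 and Ifng in each CD4 library of EE and SE mice, with group means and SD. Dnaja1 averages 8.80 in EE and 24.7 in SE, and Ifng 11.4 and 6.89.

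The same comparison in CD8+ T cells asks whether the housing acts on the other T cell type. Of 484 genes tested with limma, 0 had an adjusted p under 0.05 (smallest 0.95), and 12 had an unadjusted p under 0.05, 10 higher and 2 lower in EE. Within number 1, Hspa1a was the 1 gene past the threshold (named after its values were seen), and within number 2 there were 0 genes, with 10 at an unadjusted p under 0.05. The selection rule of the study picked 1 gene, Rpl19.ps1 (log2 fold change 1.36, standard error 0.448, 2.07 and 0.18 within numbers 1 and 2), a pseudogene that shares 72.4% of its 31-base words with Rpl19 and is uncertain. It picked 4 and 0 genes within numbers 1 and 2, and 0 genes without CD8 EE replicate 3. Cst3 (1.25, standard error 0.472, 2.04 and 0.51 within numbers 1 and 2) was also on the higher side, and Tagln2 (-0.99, standard error 0.368, -0.73 and -1.27 within numbers 1 and 2), Ccnd3 (-0.79, standard error 0.382, -1.11 and -0.22 within numbers 1 and 2) and Atp6v0e (-1.01, standard error 0.503, -1.67 and 0.34 within numbers 1 and 2) on the lower. Rpl19.ps1 and Cst3 had at most 3 UMIs in 5 and 4 of 7 SE libraries, and Tagln2 and Atp6v0e each in 4 of 7 EE libraries. Ccl5 changed by 0.39 (standard error 0.251, 0.72 and 0.095 within numbers 1 and 2), Cxcr6 by 0.30 (standard error 0.397, 0.32 and 0.33 within numbers 1 and 2) and Ifng by 0.091 (standard error 0.504, -0.56 and 0.19 within numbers 1 and 2) in CD8 libraries, with adjusted p of 0.95, 0.991 and 0.991.

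CD4 and CD8 libraries were compared to place the environment effect beside the difference between cell types. Of 485 genes, 36 had a limma adjusted p under 0.05, 21 higher and 15 lower in CD4 libraries. The alternative that moved this count most upward was DESeq2, with 55 genes of which 34 were among the 36, and the count was 20 within number 1 and 20 within number 2. With libraries rescaled to the same total it was 38 genes, 15 higher and 23 lower in CD4 libraries. Apart from the sorting genes, the largest differences on the CD8 side were Ccl5 (7.03 ± 5.32 in CD4, n = 17, and 48.4 ± 19.1 in CD8, n = 14, log2 fold change -2.85, standard error 0.251, adjusted p 1.83e-12, -2.88 in both numbers), Nkg7 (-1.83, standard error 0.264, adjusted p 9.84e-07, -1.96 and -1.80 within numbers 1 and 2) and Xcl1 (-1.51, adjusted p 0.00976, -1.68 and -1.47 within numbers 1 and 2). On the CD4 side they were Malat1, Cd4, Ifi27l2a (1.71, adjusted p 3.4e-05, 1.91 and 1.60 within numbers 1 and 2), Odc1 (1.46, adjusted p 0.00959, 1.99 and 0.96 within numbers 1 and 2) and Gm12346 (1.43, adjusted p 0.0057, 2.26 and 0.48 within numbers 1 and 2), a pseudogene that shares 83.3% of its 31-base words with Hsp90aa1 and is uncertain. Ccl5, Nkg7, Malat1 and Ifi27l2a lay on the side of the change in 17 of 17 CD4 libraries. Xcl1 had at most 3 UMIs in 13 of 17 CD4 libraries, and Gm12346, Odc1 and Ifi27l2a in 10, 7 and 7 of 14 CD8 libraries.

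Malat1, a nuclear long noncoding RNA (chromosome 19, 5795690 to 5802672), was at 130 ± 105 in CD4 and 2.48 ± 2.15 in CD8 libraries, a log2 fold change of 4.26 (standard error 0.577, limma adjusted p 2.61e-07). That difference did not hold within number 2. It was 6.44 within number 1 and 0.47 within number 2 (adjusted p 0.487). The 11 CD4 libraries with number 1 had 199 ± 54.7 (49.9 to 250), the 6 CD4 libraries with number 2 had 5.32 ± 1.88, the 8 CD8 libraries with number 1 had 1.42 ± 1.28 and the 6 CD8 libraries with number 2 had 3.88 ± 2.35.

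**Figure D3:**
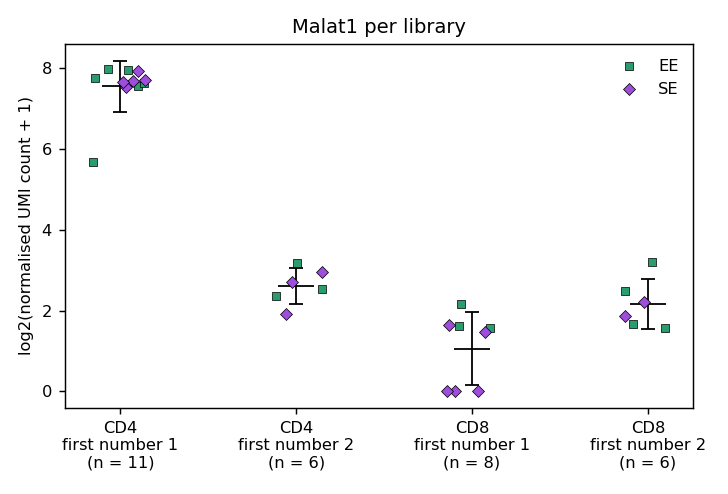
Log2(normalised count + 1) of Malat1 in each library, by cell type and first title number, with means and SD and the environment as symbols. CD4 libraries with number 1 lie between counts of 49.9 and 250 and all other libraries at or below 8.23.

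Whether the environment acts differently in the cell types was tested as an interaction. Of 485 genes, 0 had a limma adjusted p under 0.05 (smallest 0.976) and 12 had an unadjusted p under 0.05, 3 with a higher and 9 with a lower effect in CD4. By the smallest p these were Selplg (-1.31, -1.70 and -0.82 within numbers 1 and 2), Cxcr3 (-1.90, -2.37 and -0.69 within numbers 1 and 2) and Arhgdib (-1.03, -1.38 and -0.55 within numbers 1 and 2) on the lower side, and Cox6b1 (1.00, 0.98 and 0.71 within numbers 1 and 2), Atp6v0e (1.43, 2.11 and -0.089 within numbers 1 and 2) and Ptprcap (1.37, 2.83 and -0.73 within numbers 1 and 2) on the higher side. Atp6v0e and Ptprcap reversed within number 2. Cxcr3 had at most 3 UMIs in 6 of 9 CD4 EE libraries. Across 482 genes, the log2 fold changes of EE vs. SE in CD4 and CD8 had a Spearman rho of -0.00872 (-0.0242 within number 1 and 0.0215 within number 2), with p 0.88 among 100 permutations of the environment labels. Apart from a small tail on each side, the permuted values lay between -0.147 and 0.138. Genes are not independent replicates.

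**Figure D4:**
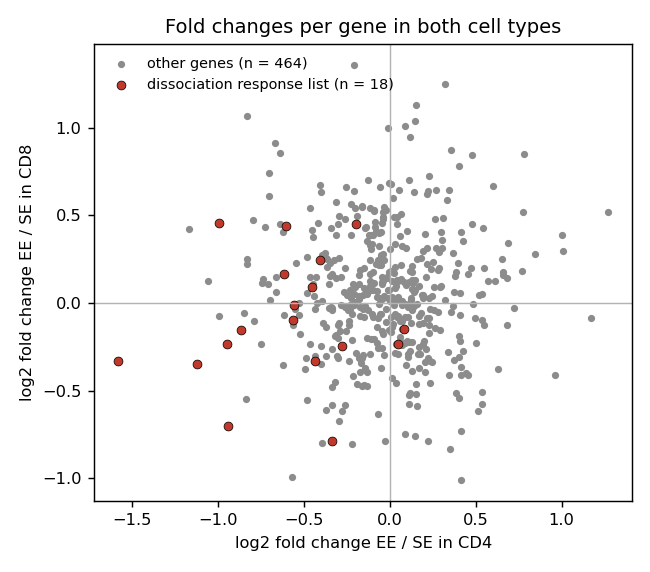
Log2 fold change of EE vs. SE in CD8 libraries against that in CD4 libraries, 1 point per gene (482 genes). The Spearman rho across genes is -0.00872.

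Gene lists were tested with camera in each cell type. In CD4 libraries the dissociation response list, made of genes that tissue digestion and handling induce, was lower in EE, with a mean log2 fold change of -0.60 over 18 genes, 16 of them lower (camera adjusted p 2.39e-09, -0.65 and -0.49 within numbers 1 and 2). The list of genes named in the study text was higher, with a mean of 0.77 over 3 genes (adjusted p 0.00624, 0.56 and 1.09 within numbers 1 and 2). Neither call held after adjustment under fry (0.14 and 0.14) or under camera with an estimated correlation (0.062 and 0.062). The unadjusted p of the dissociation list was 0.02 under fry and 0.00886 with the estimated correlation. Effector memory genes had a mean of 0.25 with 9 of 14 higher (adjusted p 0.0947), T cell identity genes 0.31 (0.285), plotted genes of the study -0.11 (0.486), glucocorticoid response genes -0.31 (0.449) and naive genes 0.20 (0.412). Of the plotted genes, 6 were lower and 6 higher, so the mean of that list cancels and a directional test says little about it. In CD8 libraries 0 lists had an adjusted p under 0.05 without a term for the first title number. There the dissociation response list had a mean of -0.10 (camera p 0.13, adjusted p 0.359), which was -0.48 within number 1 (adjusted p 0.000924) and 0.072 within number 2. With the first title number as covariate the call changed, to a mean of -0.25 (adjusted p 0.0218, in a range of 0.000924 to 0.709 over the alternatives). The other means in CD8 were 0.26 for the study text genes, 0.21 for the plotted genes, 0.25 for identity, 0.11 for effector memory, -0.038 for glucocorticoid response and 0.40 for naive genes. The choroid plexus list (2 genes tested, Ttr and Enpp2), the myeloid list (1 gene, Cst3), the erythrocyte list and the genes tabulated by the study (0 genes each in the table) were too small to test.

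Members of the dissociation response list with an unadjusted p under 0.05 in CD4 were Dnaja1, Dnajb1, Hsp90aa1, Hspa1a (-0.94, standard error 0.357, -1.16 and -0.47 within numbers 1 and 2) and Hspe1 (-0.99, -1.11 and -0.63 within numbers 1 and 2). Hspa1a shares 63.8% of its 31-base words with Hspa1b and is uncertain. In other lists, Mat2a among the plotted genes (-1.06, -1.06 and -0.99 within numbers 1 and 2) and Ly6c2 among the effector memory genes (1.17, 1.66 and 0.35 within numbers 1 and 2) had an unadjusted p under 0.05 in CD4, and Cxcr3 among the effector memory genes (1.07, 1.10 and 0.69 within numbers 1 and 2) in CD8. Mat2a had at most 3 UMIs in 5 of 9 CD4 EE libraries, and Ly6c2 in 4 of 8 CD4 SE libraries. The mean log2 value of the dissociation response list per library differed between EE and SE by -0.599 in CD4 (exact permutation p 0.0223), with 9 of 9 EE libraries below the SE mean, and by -0.0983 in CD8 (exact permutation p 0.623), with 4 of 7 below it. The difference between these effects was -0.501, with a permutation p of 0.119 on the library means.

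**Figure D5:**
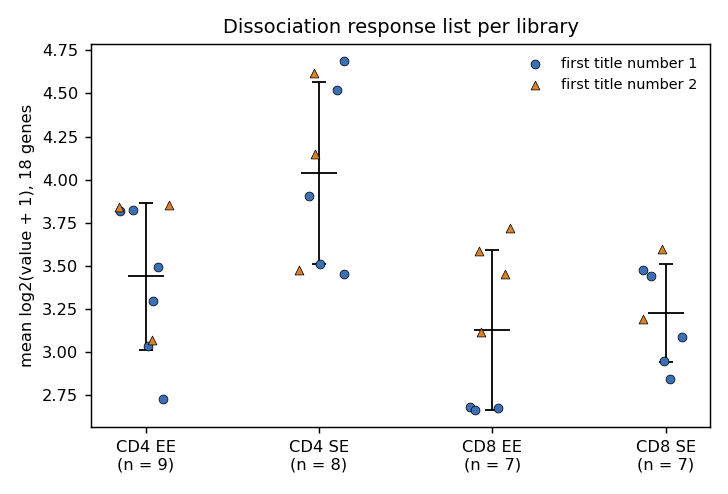
Mean log2(normalised count + 1) of the 18 dissociation response genes in each library, by cell type and environment, with group means and SD. All 9 CD4 EE libraries lie below the CD4 SE mean, and 4 of 7 CD8 EE libraries below the CD8 SE mean.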

Values the study reported

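The study reported that 2 to 20 cells per sample were sequenced and that 48 barcoded cDNA were pooled. Sequencing gave 38 M reads for the choroid plexus. After correction for multiple testing, no gene passed the 0.05 level. With a p value under 0.01, an absolute log2 fold change over 1 and an average expression over 2, the study selected 67 genes, and gave 43 as up and 34 as down, which do not add up to 67. Its methods section gives a nominal p value under 0.05 as the rule for candidate genes. CXCR6, IFNγ and CCL5 were described as higher in EE than in SE.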

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

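Apart from the counts over other splits of the libraries, all tests in this part were chosen only after the result they bear on had been seen.

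The effect of EE on the dissociation response list differed between cell types by camera at the preset inter-gene correlation, applied to the difference itself. The list tests set in advance took CD4 and CD8 libraries apart, so this test was not among them. Fry and the first title number as covariate were among the alternatives set in advance. Their use to weigh this result was chosen after it was seen. The mean difference of the log2 fold changes over the 18 genes of the list was -0.501 (camera p 0.00338, adjusted p 0.0236 over the lists of this test alone). The mean change was -0.60 in CD4 and -0.10 in CD8. In CD8 this value depends on the first title number, with -0.25 when it is a covariate (adjusted p 0.0218, in a range of 0.000924 to 0.709 over the alternatives). Other tests of this difference did not pass 0.05: fry gave a p of 0.149, the permutation test on library means gave 0.119 over 10000 permutations, and 14 of 100 splits of the libraries gave a mean difference as large. A difference between the libraries of the first title numbers was weighed as well. With that number as covariate the difference was -0.395 (camera p 0.0163, fry p 0.226). Within number 1 alone the list was lower in EE in both cell types, by -0.65 in CD4 and -0.48 in CD8. Within number 2 alone it was lower in CD4 only, with -0.49 in CD4 and 0.072 in CD8. The groups hold 2 to 6 libraries per number, too few to decide, so a difference between these libraries and a different response of the cell types cannot be told apart here. Whether the difference between CD4 and CD8 has a biological origin was not tested and stays open.

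In 14 of 114 sets of libraries (a gene in a group), against 5.7 expected by chance, a single library lay far from the others of its group. All were on the high side. In CD4 EE these were Arhgdib in replicate 1 (51.8, next highest 26.0), Mat2a in replicate 1 (13.7, next 6.29), Cd4 in replicate 2 (18.9, next 10.0), Ptprcap in replicate 2 (17.6, next 9.58) and Ifng in replicate 3 (40.6, next 20.3). In CD4 SE they were Ifng in replicate 2 (20.3, next 8.77), Ccl5 in replicate 7 (18.8, next 6.55), Ifi27l2a in replicate 7 (32.9, next 19.3) and Hspe1 in replicate 8 (30.1, next 13.5). In CD8 SE they were Ifi27l2a in replicate 2 (11, next 4.52), Cd8a in replicate 3 (17.6, next 8.64), and Cst3 (12.4, next 5.28) and Gm12346 (4.13, next 1.76) in replicate 4. In CD8 EE it was Malat1 in replicate 6 (8.23, next 4.61). These values are normalised counts.

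The 14 high values fell on 10 libraries, with at most 2 in any library, and on 12 genes. On the log2 scale used for the tests, 0 of the 14 still stood apart, while 8 other values did. The high values are therefore consistent with a right skew of normalised counts, in a test where 0 remained on the log2 scale. Low depth might also widen the spread. Of the 14, 9 lay in libraries under the median UMI total, which 15 of 31 libraries are (exact binomial p 0.289), so low depth and chance cannot be told apart with this number of values. No biological explanation was tested for single libraries. Without CD4 EE replicate 3, the log2 fold change of Ifng in CD4 was -0.010, against 0.29 with it.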

How the results depend on the processing

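The tests within the libraries of each first title number and camera with an estimated correlation were chosen only after the results had been seen. The other alternatives were chosen before the data were examined.

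The 39 results on single named genes were refitted 608 times under alternatives other than leaving out a library, and 592 of these fits kept direction and side of the threshold, with 7 weaker, 3 stronger and 6 reversed. Of the 28 answers to comparisons, 203 of 238 such fits were unchanged, with 5 weaker, 5 stronger, 10 reversed and 15 moved. Where a change is given without a reason, the cause was not tested.

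For EE vs. SE in CD4, the count of genes with an adjusted p under 0.05 went from 0 to 1 with a pseudocount of 4, with DESeq2 and with edgeR. The gene was Dnaja1 each time, with adjusted p of 0.019, 0.000853 and 0.0245, in a range of 0.000853 to 0.911 over its 16 alternatives. The count by the selection rule of the study went from 4 to 1 with a pseudocount of 4, which shrinks fold changes. In CD8 the count by that rule went from 1 to 0 with a pseudocount of 4, to 2 with libraries of at least 10 cells, to 4 within number 1 and to 0 within number 2. The adjusted count in CD8 was 1 within number 1 (Hspa1a, adjusted p 0.0409) and 0 under the other alternatives, with 6 to 26 genes at an unadjusted p under 0.05. With the libraries of one cell type, environment and animal number averaged, which joins different mice of the first title numbers, it was 0 with 14 genes at an unadjusted p under 0.05. The interaction kept 0 genes under all alternatives, with 8 to 23 genes at an unadjusted p under 0.05.

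For CD4 against CD8, the count of 36 became 55 with DESeq2 (34 shared with the 36), 23 with libraries of at least 10 cells (20 shared), 20 within number 1 (14 shared) and 20 within number 2 (14 shared). The last 3 use fewer libraries. Weaker named genes were Xcl1 (adjusted p 0.0871 with DESeq2, 0.0539 within number 1 and 0.158 within number 2, in a range of 0.00588 to 0.158), Gm12346 (0.0714 with at least 10 cells and 0.519 within number 2, in a range of 0.00142 to 0.519), Malat1 (0.487 within number 2, in a range of 1.42e-19 to 0.487) and Odc1 (0.104 within number 2, in a range of 0.000198 to 0.104).

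Directions that reversed belonged to small changes or to few libraries. Ifng in CD4 was -0.0385 within number 1. Ifng in CD8 was -0.249 with the first title number as covariate and -0.564 within number 1. Within number 2, Atp6v0e was 0.343 in CD8 and -0.0886 in the interaction, and Ptprcap was -0.731 in the interaction. The rho between the fold changes of CD4 and CD8 was 0.0215 within number 2. The difference in cells in CD4 was -0.167 within number 1, and the log2 difference in UMI total within number 2 was 0.275 in CD4 and -0.324 in CD8.

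Among gene lists in CD4, the dissociation response (-0.599) and study text genes (0.766) kept their means and lost the threshold under fry and under camera with an estimated correlation, which allow for correlation between the genes. The study text genes were at 0.564 within number 1 (adjusted p 0.18, in a range of 0.00522 to 0.18), effector memory at 0.183 with a pseudocount of 4 (adjusted p 0.0347, in a range to 0.599), and glucocorticoid response at -0.699 within number 2 (adjusted p 0.0479, in a range to 0.962). The glucocorticoid list shares Nfkbia and Dusp1 with the dissociation response list, so its change is not independent of that list. In CD8, the dissociation response was -0.253 with the first title number as covariate (adjusted p 0.0218), -0.484 within number 1 (0.000924) and 0.0721 within number 2, in a range of 0.000924 to 0.709. Glucocorticoid response was 0.107 with the covariate, 0.143 within number 1 and 0.0572 within number 2. Plotted genes of the study were -0.0303 within number 1, effector memory -0.0723 within number 2, and identity 0.436 within number 2 (adjusted p 0.0172, in a range to 0.837). The naive list could not be tested in CD8 with the filter on the mean, which left fewer than 3 of its genes.

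With the animal number as a block, the selection rule of the study gave 1 gene in CD4 and 5 genes in CD8, and the adjusted count was 0 in both (18 and 24 genes at an unadjusted p under 0.05). EE and SE animals of one number are different mice. Their libraries had a median correlation of -0.0117 over 19 pairs, against 0.00867 over 102 other pairs. With the mouse as a block for the paired CD4 and CD8 libraries, the count for CD4 against CD8 was 53, which held all 36 genes, and the interaction had 0 genes with 16 at an unadjusted p under 0.05. The mouse block changed no other call.

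Leaving out each library in turn, 851 of 857 fits of named genes and 489 of 527 fits of comparisons were unchanged. The adjusted count stayed 0 in the 17 fits of CD4, the 14 of CD8 and the 31 of the interaction, and ran from 24 genes (without CD8 EE replicate 4) to 44 (without CD4 EE replicate 5) for CD4 against CD8. The count by the selection rule of the study ran from 1 (without CD4 EE replicate 5) to 6 (without CD4 EE replicate 4) in CD4, and from 0 (without CD8 EE replicate 3) to 2 (without CD8 EE replicate 1) in CD8. Ifng ran from -0.0101 (without CD4 EE replicate 3) to 0.662 (without CD4 EE replicate 5) in CD4 and from -0.278 (without CD8 SE replicate 4) to 0.299 (without CD8 SE replicate 6) in CD8. Effector memory in CD4 ran from 0.169 (without CD4 EE replicate 2) to 0.355 (without CD4 EE replicate 3), and it passed the threshold in 3 of its 17 fits. Glucocorticoid response in CD8 ran from -0.207 (without CD8 EE replicate 7) to 0.126 (without CD8 EE replicate 1). The rho ran from -0.0389 (without CD8 SE replicate 2) to 0.0369 (without CD4 SE replicate 5). The difference in cells in CD4 ran from -0.127 (without CD4 SE replicate 8) to 1.16 (without CD4 SE replicate 6), and in log2 UMI total from -0.333 (without CD4 EE replicate 6) to 0.092 (without CD4 EE replicate 5). In CD8 the difference in cells ran from 1.02 (without CD8 SE replicate 1) to 2.86 (without CD8 SE replicate 2) and in log2 UMI total from 0.113 (without CD8 EE replicate 2) to 0.718 (without CD8 SE replicate 5). Other list means that moved by more than 1.5 times kept their direction and side of the threshold. In CD8, the dissociation response ran from -0.197 (without CD8 EE replicate 3) to -0.0211 (without CD8 EE replicate 7). Without CD8 SE replicate 4, identity fell to 0.0996, study text genes to 0.114, plotted genes to 0.0773 and effector memory to 0.0346, and without CD8 SE replicate 1 naive genes fell to 0.25. Effector memory in CD8 rose to 0.199 without CD8 EE replicate 6. In CD4, plotted genes ran from -0.235 (without CD4 SE replicate 2) to -0.0374 (without CD4 EE replicate 8), glucocorticoid response from -0.524 (without CD4 SE replicate 1) to -0.118 (without CD4 EE replicate 5) and naive genes from 0.0772 (without CD4 SE replicate 7) to 0.319 (without CD4 EE replicate 5). In simulations with 20 changed genes at the depth, dispersion and number of these libraries, 18% of 2-fold changes were called in CD4 and 26% in CD8. Depth was not varied apart from the others.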

Other observations

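Apart from the counts over other splits of the libraries, all tests in this part were chosen only after the result they bear on had been seen.

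The selection rule of the study picked 4 genes in CD4 with limma and 5 with DESeq2 among the 485 genes of the table. Both fits were set before the data were examined. This is lower than the number the study gave, which is no like-for-like comparison because the table is a subset of genes that holds none of those the study tabulated.

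Other splits of the same libraries into groups of the same sizes were drawn 100 times, the real split included. The adjusted counts of 0 for EE vs. SE in CD4 (18 genes at an unadjusted p under 0.05), in CD8 (12) and in the interaction (12) were reached by 100 of 100 splits each, as any count of 0 is. The 4 genes by the selection rule in CD4 were reached by 30 of 100 splits and the 1 gene in CD8 by 80 of 100. The 36 genes of CD4 against CD8 were reached by 1 of 100 splits, the real one. For lists in CD4, 1 of 100 splits, the real one, gave as large a mean change of the dissociation response list, and 4 of 100 gave as large a mean for the study text genes.

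The lower dissociation response list in EE in CD4 was weighed against technical explanations. Fry, the first title number as covariate and rescaling to the same library total were alternatives set in advance. Their use to weigh this result was chosen after it was seen. Sequencing depth is argued against by a mean of -0.594 with the log2 UMI total as covariate (camera p 1.14e-10, fry p 0.0243). After thinning every library to 1910 UMIs, the mean was -0.44 (median of 20 thinnings, -0.50 to -0.38), with exact permutation p from 0.011 to 0.088, under 0.05 in 16 of 20. The first title number is argued against by a mean of -0.593 with it as covariate (fry p 0.0223), the normalisation of the authors by -0.584 at the same library total (fry p 0.0151), and reads shared by Hspa1a and Hspa1b by -0.561 without this pair (fry p 0.0323). Without the genes that the study plotted from these libraries, 16 genes remained with -0.51 (fry p 0.0407). The 11 heat shock and chaperone genes had a mean of -0.79 and the other 7 genes -0.30. Handling of the tissue shared by the CD4 and CD8 cells of a mouse stays open. It would lower the list in CD8 too, where the mean was -0.253 with the first title number as covariate, between no change and the change in CD4. A gentler or shorter dissociation of EE tissue, a cage effect and an effect of housing on heat shock genes cannot be told apart, since the labels give no handling times and 1 cage per environment in each experiment. Across 10 mice with both cell types, the list means of CD4 and CD8 had r = 0.548 (permutation p 0.104, adjusted 0.104) and rho = 0.588 (permutation p 0.0812). Without the 2 mice farthest from the median of the CD4 list mean, r was 0.332. Within number 1, r was 0.571 over 7 mice (permutation p 0.194), and number 2 has only 3 such mice. EE and SE mice were pooled in these correlations. A lower list in EE in both cell types would by itself give a positive r. These values therefore cannot tell handling of single mice apart from an effect of the environment.

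Libraries with first title number 2 differed from those with number 1 in 52 genes with an adjusted p under 0.05 in limma, with cell type and environment in the model, 34 higher and 18 lower. The real split alone, 1 of 100, gave as many. Depth as the whole explanation is argued against by a median of 26 genes (17 to 35) in 20 thinnings of every library to 1910 UMIs. As medians over the thinnings, 20 of these genes were still past the threshold and 52 kept their sign, so depth may account for part of the count. Of 13 mitochondrial transcripts, 12 were lower with number 2 (5 past the threshold) and 1 higher, with a mean log2 difference of -0.65 (-0.57 at the same library total and -0.59 with TMM factors). The 90 ribosomal protein genes and pseudogenes were higher, with a mean of 0.37 (0.45 at the same total and 0.43 with TMM), although 14 of them were lower, 2 past the threshold. The median of all genes was 0.031, and 0.11 at the same total. The labels do not say what the number stands for. The study collected the tissue in separate series of experiments, which the number may mark, and no biological explanation was tested.

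Malat1 was high in CD4 libraries with number 1 and low in the other libraries. A difference of the number acting alike on both cell types is argued against by a highest value of 3.46 in the 8 CD8 libraries with number 1. A difference between CD4 and CD8 cells alone is argued against by a highest value of 8.04 in the CD4 libraries with number 2. Depth is argued against by the thinned libraries, where the lowest value in CD4 libraries with number 1 was 14.8 and the highest elsewhere 6.18. More nuclear RNA is argued against by the other nuclear RNAs Neat1, Rnu3b3 and Rnu3b4, taking the difference between cell types within number 1 less that within number 2. It was -1.23 (standard error 0.382) for their mean and 5.84 (standard error 0.463) for Malat1. Within number 1, Rnu3b4 was at 7.52 in CD4 and 7.06 in CD8 libraries, Rnu3b3 at 2.79 and 3.67, and Neat1 at 6.12 and 9.02. A separate preparation of these CD4 libraries stays open. Only 2 genes, Malat1 and Ftl1, had an adjusted p under 0.05 for a cell type difference that depends on the number (limma, adjusted p 1.8e-13 and 0.0388), with 34 genes at an unadjusted p under 0.05. Ftl1 shares 54.4% of its 31-base words with Ftl1-ps1 and is uncertain. A preparation that alters few transcripts and a property of these cells cannot be told apart, since the labels give no preparation batch.

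Ttr, the most abundant transcript of choroid plexus epithelium, was the gene with the highest value in 9 of 31 libraries. It ranged from 68 to 240, which is 1.17% to 3.82% of the UMIs of the table, and Enpp2 from 5.9 to 71.9. These are the 2 genes of the choroid plexus list in the table, and RNA from epithelial cells is a candidate source. Log2 Enpp2 and log2 Ttr had r = 0.751 across the 31 libraries (permutation p 1e-05, the smallest possible, adjusted over 3 relations 3e-05) and rho = 0.748 (permutation p 2e-05), with r = 0.705 without the 2 farthest libraries. The farthest libraries were taken by their distance from the median of log2 Ttr alone. Within number 1, r was 0.774, with 0.8 without the 2 farthest libraries. These had low Ttr, and CD8 EE replicates 4 and 7, with the highest Enpp2 (71.9 and 66.8), stayed in. The 0.8 therefore does not test the weight of those replicates. Within number 2, r was 0.565 (permutation p 0.0567), with 0.344 without the 2 farthest, and rho was 0.65 (permutation p 0.0259). There the size of r rests on the libraries left out while the ranks still relate. In CD4, r was 0.613 (0.419 without the 2 farthest) and rho 0.48 (permutation p 0.053). In CD8, r was 0.856 (0.565 without the 2 farthest) and rho 0.49 (permutation p 0.0783). Enpp2 was higher in EE in CD4 by 0.60 (standard error 0.248, limma adjusted p 0.992). Ttr rose by 0.216 (standard error 0.214). The difference between the changes, taken within each of the 17 libraries, was 0.39 (exact permutation p 0.0589). It did not pass 0.05, so more epithelial RNA in EE and a change of Enpp2 in T cells cannot be told apart.

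The log2 UMI total and the log2 number of sorted cells had r = 0.35 (permutation p 0.054, adjusted 0.081) and rho = 0.421 (permutation p 0.0195) across 31 libraries. Without the 2 libraries farthest from the median cell number, the rule for the farthest libraries here, r was 0.459. Within number 1, r was 0.541 (permutation p 0.0162, 0.29 without the 2 farthest) and rho 0.447 (permutation p 0.0568), so the size of r within that number rests on those libraries. Within number 2, r was 0.451 (permutation p 0.142, 0.69 without the 2 farthest) and rho 0.687 (permutation p 0.0171).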
